A study of Mus musculus with 18 samples. Its data were reported in "Comprehensive Transcriptional Profiling and Mouse Phenotyping Reveals Dispensable Role for Adipose Tissue Selective Long Noncoding RNA Gm15551" (2022).

How the data were processed

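Polyadenylated RNA was sequenced from 3 adipose tissues of 6 mice, 12 weeks of age and on the C57BL/6N background, 3 wild type (wt) and 3 carrying a deletion in the long noncoding RNA gene Gm15551 (knockout, ko). The tissues were interscapular brown adipose tissue (iBAT), inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT), which gave 18 libraries in 6 groups of 3. The animals were litter mates, but the labels do not say which animals shared a litter. Tissue, genotype and replicate number were taken from the library titles. The labels carry an identifier for each mouse, and libraries with the same genotype and replicate number came from the same mouse in all 3 tissues. The identifiers of the replicate 2 mice carry another prefix than those of replicates 1 and 3 in both genotypes, and those of same-numbered wild type and knockout mice lie close together, but no meaning is stated for either.

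The authors filtered reads by quality with cutadapt and quantified them with salmon against the GENCODE M22 transcriptome (mouse, GRCm38) or its combination with RNAcentral, and the deposited table holds the resulting estimated counts per gene as whole numbers, without normalisation. Which of these references was used, the strand setting and the step from transcripts to genes are not described for this table. Salmon divides reads that match more than 1 gene by a statistical model, so genes with near-identical copies carry some uncertainty, as do antisense genes, among them Gm15551, where the strand setting is not known. The table had 54347 rows, 31886 of them with a gene symbol, and the remaining names were taken from GENCODE M21, in which 54094 of the row identifiers were found without regard to version. Positions were taken from GENCODE M21 (GRCm38), and 253 rows had no position there.

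Total counts ranged from 14997901 in eWAT ko replicate 3 to 34389586 in eWAT ko replicate 2. A count of 0 allows up to 3 counts, which corresponded to 0.0728 to 0.235 CPM, the count relative to the scaled library total, depending on the library. These limits cover counting error only, since reads amplified by PCR are not independent molecules.

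Genes were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3. Low counts were removed with filterByExpr by group, which left 18728 genes, and libraries were scaled with the trimmed mean of M values (TMM). A model with tissue and genotype terms gave the genotype effect across tissues, the contrasts between tissues and a joint test of all terms. A model with 1 mean per group gave the genotype effect within each tissue, the interaction of genotype with tissue and the contrasts of Gm15551 between wild type tissues. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, or 0.001 for the joint test. Standard errors (SE) are the log2 fold change divided by the square root of F. CPM values are TMM-scaled. Gm15551 was also compared between genotypes by a two-sided exact permutation test on log2(CPM + 0.1) in each tissue. A fold difference against a group whose libraries all held 3 counts or fewer was computed against 3 counts and is a lower bound.

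Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01) and with fry, adjusted over lists and contrasts. The lists were thermogenic, common adipocyte, depot, immune, lymph node, epididymis, testis, skeletal muscle, epidermis, mesothelium, immediate early, sex and substrain genes, 3 inflammatory genes named by the study (Lcn2, Saa3 and Hp), Gm15551 with its host gene Camk2d, genes of the respiratory chain by symbol prefix, the 13 protein-coding genes of the mitochondrial genome, and the protein-coding genes within 1000000 bp of Gm15551. Of these, 16 lists had at least 3 genes among those tested. The immune and lymph node lists shared 2 genes, as did the respiratory chain and thermogenic lists. The depot and mesothelium lists shared 1 gene, and Camk2d stood in both lists around Gm15551. Principal components and complete-linkage clustering used the 1000 most variable genes.

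Groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named Gm15551, Camk2d, members of the lists, up to 10 genes past the threshold for each genotype contrast, and the 3 genes with the smallest p-value in each direction for each tissue contrast. The alternatives were the size factors of DESeq2, no filter, a filter of at least 10 counts in every library, DESeq2 1.42.0, limma voom with quality weights, robust quasi-likelihood dispersions, an absolute log2 fold change over 0.5, a replicate or mouse block, the mouse as a random effect, counts summed per mouse, only the libraries of 1 tissue, wild type libraries only, and leaving out each mouse or library. Covariates for carried-along tissue were added after seeing the data: the log2 summed CPM of the lymph node, epididymis and skeletal muscle lists.

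The tissues of a mouse form real pairs, since the labels give the same mouse for them. In a check of that pairing, the deviations of its libraries from their group means correlated between -0.17 and 0.33 over 18 pairs of tissues. Replicates were compared before averaging by a chi-square statistic per degree of freedom, which was 18.1 or more in every pair, so no library was counted as a duplicate. The fits were tested on simulated counts for 18728 genes, of which 200 were changed between genotypes. With a log2 fold change of 2, the test across tissues called 85.0% of the changed genes with 13 false calls, and the tests within a tissue called 55.0% to 55.5%. With a log2 fold change of 1, these shares were 51.5% across tissues and 5.50% to 12.0% within a tissue. In a simulation of 20 lists of 20 genes, camera called the raised list and 0 of 19 unchanged lists. Genes and libraries were drawn independently in these simulations. They therefore cannot show how often camera calls an unchanged list whose genes vary together.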

Results

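Expression of Gm15551 and the transcriptome as a whole were measured by RNA-seq in iBAT, iWAT and eWAT of 3 wild type and 3 knockout mice, to ask what the loss of this long noncoding RNA changes in adipose tissue. Each of the 6 groups held 3 libraries. Total estimated counts per library ranged from 14997901 in eWAT ko replicate 3 to 34389586 in eWAT ko replicate 2. In iBAT, 22.9% to 26.99% of the counts came from the mitochondrial genome, compared with 3.77% to 9.64% in the white tissues. The TMM factors were 0.617 to 0.744 in iBAT and 1.06 to 1.44 in iWAT and eWAT.

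The targeted gene was examined first. Gm15551 (ENSMUSG00000086679.2) lies on the minus strand of chromosome 3 from 126667329 to 126669044 in GRCm38 and is annotated in GENCODE M21 as an antisense gene with 2 exons in 1 transcript. Exon 1 spans 126668845 to 126669044 and exon 2 spans 126667329 to 126667663. The gene lies inside Camk2d (ENSMUSG00000053819.16, plus strand, 126596302 to 126846326), where it overlaps 0 annotated exons of Camk2d. Wild type libraries held 40 to 68 counts of Gm15551 in iBAT, 59 to 316 in iWAT and 181 to 237 in eWAT. Knockout libraries held 0 counts in iBAT, 0 to 1 in iWAT and 0 to 4 in eWAT. The 2 genotypes were separated in all 3 tissues, as the labels state.

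In wild type mice, Gm15551 reached 3.17 ± 0.901 CPM in iBAT, 6.11 ± 4.16 CPM in iWAT and 9.76 ± 1.88 CPM in eWAT (SD, n = 3). It was at least 14.6-fold lower in knockout iBAT and at least 51.7-fold lower in knockout iWAT. In eWAT it was at least 70.4-fold lower without ko replicate 2, the 1 knockout library that held over 3 counts. The ratio of means with that library, 301.6, rests on its 4 counts. The exact permutation test gave p = 0.10 in each tissue, the smallest value that 3 against 3 allows. In the model across tissues, the log2 fold change was -7.76 with an edgeR adjusted p of 9.08e-07. This fitted value depends on the prior count because the knockout libraries were near 0. Within tissues the edgeR adjusted p was 0.191 in iBAT, 0.0551 in iWAT and 0.0318 in eWAT, so that only eWAT passed the threshold. DESeq2 gave adjusted p-values of 1.41e-05, 4.34e-07 and 4.91e-12. Because the interaction was not significant for any gene, these values do not show that the effect differed between tissues. Each of the 6 fits that left out 1 eWAT library gave an adjusted p above the threshold, from 0.0697 to 0.255.

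**Figure D1:**
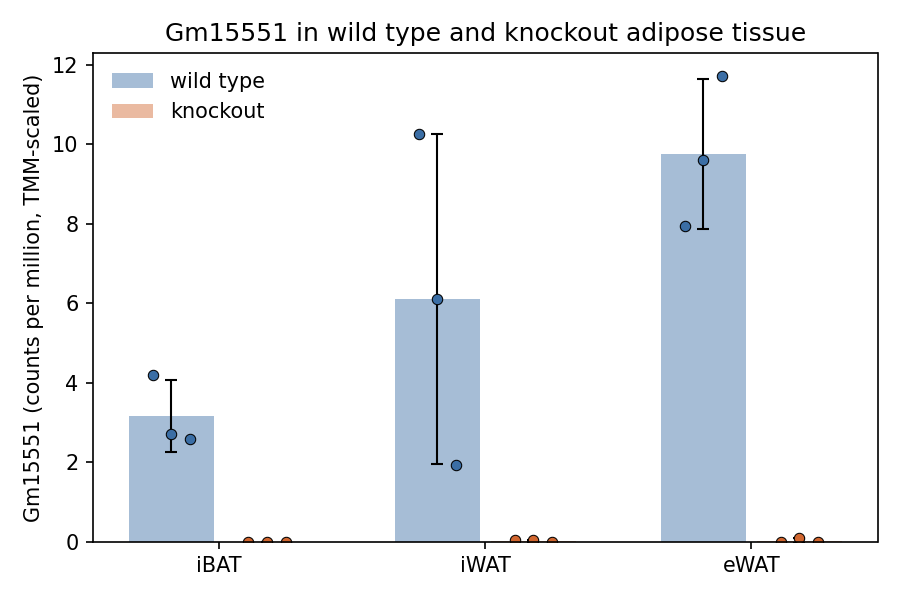
Gm15551 in TMM-scaled CPM (y axis) in the 3 adipose tissues (x axis), with points for single libraries, bars for the mean and error bars for the SD of 3 mice. The wild type means were 3.17, 6.11 and 9.76 CPM in iBAT, iWAT and eWAT, and knockout libraries lay near 0.

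Between wild type tissues, Gm15551 was higher in eWAT than in iBAT by 1.62 on the log2 scale, with an edgeR adjusted p of 0.0741. The differences between iWAT and iBAT (0.94, adjusted p 0.281) and between eWAT and iWAT (0.67, adjusted p 0.698) did not exceed the spread between replicates in this test. The order of the means was therefore not resolved, although DESeq2 gave an adjusted p of 0.0224 for eWAT against iBAT.

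The libraries were then compared as a whole. The first principal component held 49.0% of the variance of the 1000 most variable genes and separated iBAT from both white tissues. The second held 16.1% and separated iWAT from eWAT. Tissue accounted for 92.2% of the first component and 76.0% of the second, while genotype accounted for 0.0141% and 0.00365%. Clustering placed the 6 iBAT libraries on a branch of their own. Cut into 3 clusters, the white libraries did not part by tissue: eWAT wt replicate 1 and eWAT ko replicate 3 formed the third cluster. These were the eWAT libraries with the highest sums of epididymis genes, 37.2 and 5292 CPM. Whether this set them apart was not tested. Cut into 6 clusters, each cluster held libraries of a single tissue. Libraries of the same tissue and genotype had a median correlation of 0.960 across genes, and libraries of the same tissue but different genotype 0.970. These correlations are across genes, which are not independent replicates.

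**Figure D2:**
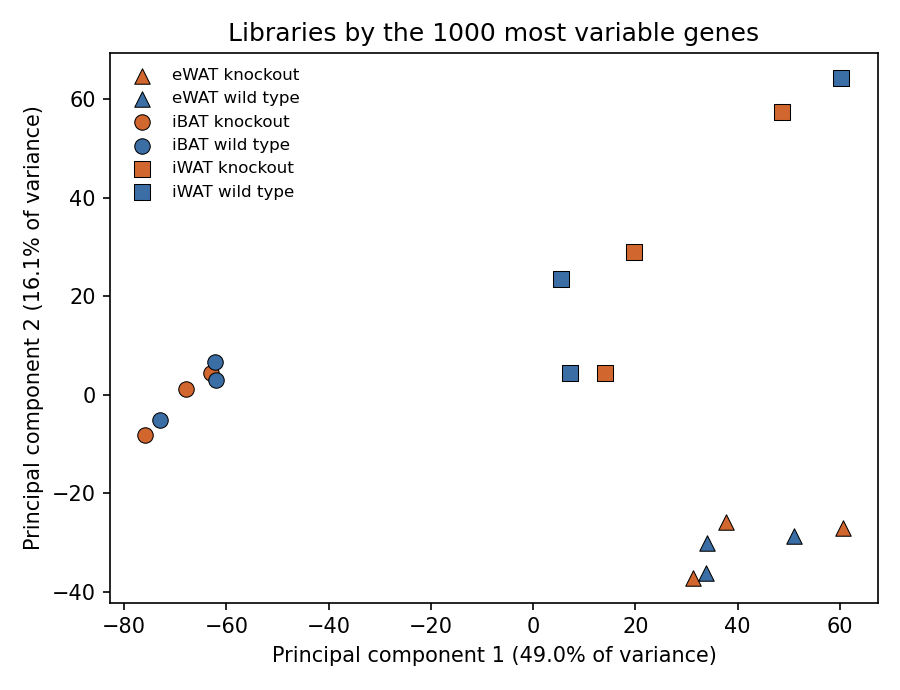
First and second principal components (x and y axes, 49.0% and 16.1% of the variance) of the 18 libraries, with symbols for tissue and colours for genotype. The iBAT libraries lie apart from the white tissues, and wild type and knockout libraries of a tissue intermingle.

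The genotypes were compared to find genes that respond to the loss of Gm15551. Across tissues, 1 of 18728 genes passed an edgeR adjusted p of 0.05, and this gene was Gm15551 itself, with 411 genes at an unadjusted p under 0.05 against 936 by chance. The alternatives gave 0 to 4 genes, the highest count coming from DESeq2. Within tissues, 0 genes passed in iBAT, 0 in iWAT and 1, Gm15551, in eWAT. The numbers of genes at an unadjusted p under 0.05 were 238, 415 and 814. No gene passed in the joint test of the interaction between genotype and tissue (0 genes, 264 at an unadjusted p under 0.05), and no effect of genotype was therefore shown to differ between tissues. Genes whose knockout libraries all lay on 1 side of the wild type libraries made up 4.94% of the genes in iBAT, 4.92% in iWAT and 5.25% in eWAT, compared with 10% by chance. In iBAT these were 926 genes, fewer than in each of the 9 other splits of the mice into 3 and 3 (1199 to 3813 genes). Among the other splits, those that also put same-numbered mice on opposite sides gave 1199 to 1316 genes. Those that kept a same-numbered pair together gave 1251 to 3813. The low number therefore went in part with the numbering of the mice, and its cause was not tested further.

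Camk2d, the gene that surrounds Gm15551, reached 47.2 ± 10.7 CPM in wild type and 38.3 ± 2.80 CPM in knockout iBAT, 71.3 ± 1.40 and 67.2 ± 5.47 CPM in iWAT, and 88.6 ± 13.01 and 71.9 ± 16.6 CPM in eWAT (SD, n = 3). Its log2 fold change across tissues was -0.23 ± 0.10 (SE), with an unadjusted p of 0.0350 and an edgeR adjusted p of 0.9999. In eWAT, ko replicates 1 and 2 had 81.52 and 81.45 CPM, within the wild type range of 79.5 to 103.5 CPM. Only ko replicate 3, the library with epididymis and testis genes, lay below it (52.7 CPM), so the eWAT difference rests in part on that library. In the list of Gm15551 and Camk2d, 1 gene passed over all genes and 2 when adjusted over the list alone. The other member of that list is the deleted gene, so the adjustment left the unadjusted p of Camk2d unchanged. Its pass within the list therefore adds no support for an effect on Camk2d. The strand setting of the counting is not known, which leaves some uncertainty for a gene that lies antisense to another, although Gm15551 overlaps 0 annotated exons of Camk2d. Among the 8 protein-coding genes within 1000000 bp of Gm15551, 6 were tested, and 0 of these passed, either over all genes or adjusted over the list alone, and 1 gene, Camk2d, was at an unadjusted p under 0.05.

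The tissues were compared next. Between iBAT and iWAT, 10164 genes passed an edgeR adjusted p of 0.05, of which 4490 were higher and 5674 lower in iBAT. Between iBAT and eWAT, 10220 genes passed, 4565 higher and 5655 lower in iBAT. Between iWAT and eWAT, 1911 genes passed, 1068 higher and 843 lower in iWAT. Using wild type libraries only moved these counts most, to 6595, 6574 and 247. The median log2 fold change of all genes was -0.145 for iBAT against iWAT and -0.175 for iBAT against eWAT, and -0.130 and -0.156 with the size factors of DESeq2. The joint test of tissue and genotype called 5109 genes at an adjusted p of 0.001, of which 4695 were protein-coding and 263 were long noncoding RNAs.

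The genes with the smallest p-values named for iBAT against iWAT were Me3 (log2 fold change 5.26), Acsl5 (3.58) and Ciapin1 (2.50), higher in iBAT, and Alcam (-4.19), Ggt5 (-2.81) and Psat1 (-3.76), lower in iBAT. Against eWAT they were Trmt2b (2.38), Me3 (5.59) and Acsl5 (3.83), higher, and Alcam (-4.68), Psat1 (-4.84) and Azin2 (-3.04), lower. For iWAT against eWAT, Tbx15 (7.21), Mmp3 (8.43) and Lhx8 were higher in iWAT, and Upk3b, Plpp2 (-1.28) and Ccbe1 (-3.66) were lower. No fold change is given for Lhx8, with 79 to 193 counts in iWAT and 0 to 1 in eWAT, or for Upk3b, with 0 to 1 counts in iWAT and 265 to 1474 in eWAT. The edgeR adjusted p of these genes was 2.86e-06 or less.

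Brown adipocyte markers followed the tissue. Ucp1 reached 5510 ± 1689 CPM in iBAT (SD, n = 6), 16.1 ± 20.7 CPM in iWAT and 0.365 ± 0.538 CPM in eWAT. Cidea reached 2486 ± 317, 72.6 ± 55.1 and 2.08 ± 1.09 CPM. All 11 thermogenic genes were higher in iBAT than in either white tissue, and all 11 passed the adjusted p of 0.05 over all genes and adjusted over the list alone. In the comparison of iWAT with eWAT, 8 thermogenic genes passed over all genes and 10 when adjusted over the list alone. Dio2 did not pass in that comparison (1.93, edgeR adjusted p 0.112), but passed with the mouse as a block (2.02, adjusted p 0.0247). Adipoq was lower in iBAT than in iWAT (-0.93 ± 0.25, SE, edgeR adjusted p 0.00525), whereas Pparg was higher (0.80 ± 0.27, adjusted p 0.0176). Lep was lower in iBAT than in iWAT (-2.84 ± 0.48, adjusted p 9.70e-05).

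Of the 48 tests of 16 lists in 3 tissue contrasts, camera called 17, and 13 of these held under fry and 1 with an estimated correlation. The thermogenic, respiratory chain and mitochondrially encoded lists were higher in iBAT than in iWAT, with medians of 5.10, 2.27 and 2.48 on the log2 scale, and higher than in eWAT, with medians of 8.13, 2.52 and 3.28. The immune list was lower in iBAT than in iWAT (median -3.35) and eWAT (-1.86), and the lymph node list was lower in iBAT than in iWAT. In iWAT, 2 libraries, wt replicate 3 and ko replicate 2, held most of the lymph node counts and the highest sums of immune genes, 4901 and 3326 CPM, so the value of -3.35 rests in part on them. The other iWAT libraries had 699.5 to 1234 CPM of immune genes, and no iBAT library over 406 CPM. Mesothelium genes were lower in iBAT and in iWAT than in eWAT. For iWAT against eWAT, camera also called the immune, lymph node, thermogenic, respiratory chain and mitochondrial lists higher and the testis list lower, and of these only the thermogenic and testis lists held under fry. In eWAT the testis counts came mostly from ko replicate 3 (117 CPM, against 7.62 CPM in the next library). With the covariates for carried-along tissue the testis list was no longer called (camera adjusted p 0.144). The thermogenic list was still called in that fit (6.23e-09). The common adipocyte, depot, immediate early, sex, substrain, epidermis, skeletal muscle, inflammatory and neighbouring-gene lists were not called by camera in any tissue contrast. Under fry the depot list passed in all 3 contrasts (adjusted p 6.84e-06, 2.12e-08 and 4.82e-04), as did the inflammatory list. The sex, substrain and neighbouring-gene lists passed under fry in some of them. With the covariates for carried-along tissue, camera called common adipocyte genes lower in iBAT and iWAT than in eWAT (adjusted p 0.0495 for both). That fit also called the inflammatory list lower in iWAT than in eWAT (camera adjusted p 0.0439). The epididymis list and the pair of Gm15551 and Camk2d had too few tested genes for a list test.

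Between genotypes, 3 of 16 lists were called by camera and 0 by fry. Immediate early genes (8 of 8 higher) and skeletal muscle genes (12 of 12 higher) were higher in knockout libraries, and respiratory chain genes were lower (89 of 96, median -0.08). A single library, iWAT ko replicate 1, held 5180 CPM of the muscle genes. Without ko replicate 2 the immediate early list no longer passed (camera adjusted p 0.256). The other lists did not pass. Eif2s3y was the 1 gene of the sex list that passed when adjusted over the list alone, and it did not pass over all genes.

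**Figure D3:**
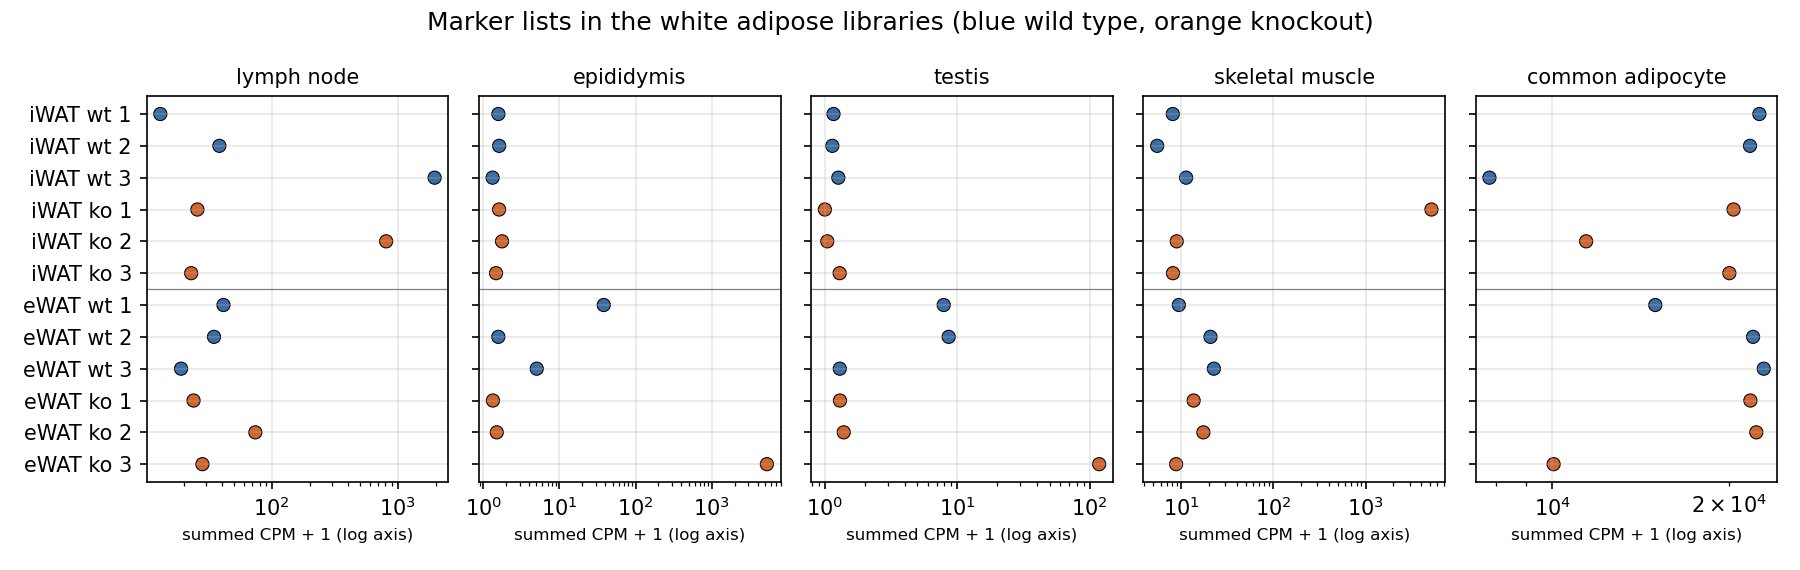
Summed CPM + 1 on a log axis (x axis) of 5 marker lists in the 12 white adipose libraries (y axis), blue for wild type and orange for knockout. Single libraries reach 1962 CPM for the lymph node list, 5292 for the epididymis list and 5180 for the skeletal muscle list.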

Values the study reported

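The study reported a deletion of 1113 bp that includes exon 1 of Gm15551, given as positions 126462197 to 126463309 of chromosome 3. Across the adipose tissue transcriptomes it reported 5655 differentially expressed genes in a likelihood ratio test. Comparing wild type with knockout libraries directly, it reported 11 differentially regulated genes.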

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

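The tests of the epididymis, testis and epidermis lists, of muscle genes in iWAT and of Eif2s3y in the sex list were chosen only after the result was seen. The common criterion for carried-along tissue, that 80% of the genes of a list lie above every other library of the tissue and hold over 3 counts, was also set after the values of the white tissues were seen, in place of criteria that had differed between lists. The epididymis list failed under both. The 6 libraries of each tissue were compared by the gap of an extreme library to its neighbour relative to the range, against the critical value of Dixon's test. Of 63 such comparisons, 9 exceeded it, against 3.15 by chance at 1 in 20, and they fell in 6 libraries.

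Epididymis genes summed to 5292 CPM in eWAT ko replicate 3, compared with 37.2 CPM in the next eWAT library, wt replicate 1. The most abundant were Crisp1 (2987 CPM), Spink8 (1514 CPM) and Adam7 (317.8 CPM). Krt8 and Epcam, chosen after their values were seen, reached 322.9 and 182.9 CPM in this library and 67.8 and 37.4 CPM in wt replicate 1. The other eWAT libraries had at most 3.82 and 0.0485 CPM. A smaller amount of the same material in wt replicate 1 was therefore not excluded. Only 8 of the 11 genes on the list lay above every other eWAT library, 7 of them by over 10 times, with Lcn9, Rnase10 and Cst11 near 0, which argues against the whole organ as the source. A mislabelled library was argued against by the summed CPM of Wt1 and Tcf21, which was 9.61, against at most 0.155 in any iWAT or iBAT library, although it lay below the other eWAT libraries, of which the lowest had 12.5. In the same library testis genes summed to 117 CPM, and 10 of 10 testis genes lay above every other eWAT library, 5 of them by over 10 times, so a part of the epididymis holding sperm is a candidate source. Epidermis genes summed to 139 CPM there, but only 4 of 7 lay above the others with over 3 counts. Dsg1a was above them with 2 counts, and Krt1 and Lor were not above them, which argues against skin. The other eWAT knockout libraries had 0.343 and 0.510 CPM of epididymis genes and 0.300 and 0.388 CPM of testis genes, below wt replicate 1 in both lists, which argues against genotype alone as the cause. Of the epididymis genes 0, of the testis genes 0 and of the epidermis genes 1 exceeded 3 counts in every other eWAT library.

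Skeletal muscle genes summed to 5180 CPM in iWAT ko replicate 1, and 13 of 13 lay above every other iWAT library, led by Myh4 (1715 CPM) and Atp2a1 (856.8 CPM). Muscle carried along at dissection is a candidate source. In iBAT wt replicate 3 the same list summed to 27.7 CPM, and 11 of 13 genes lay above every other iBAT library, 1 of them by over 10 times, which is consistent with a smaller amount of muscle. The next iBAT library reached 9.79 CPM. Of the 13 genes, 8 exceeded 3 counts in every other iWAT library and 1 in every other iBAT library. The other libraries of the same genotype had 7.96 and 7.15 CPM in iWAT and 2.35 and 3.24 CPM in iBAT, which argues against genotype alone as the cause in both.

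Immediate early genes summed to 714 CPM in iBAT ko replicate 2, against 300.1 CPM in the next iBAT library. Across tissues the list was higher in knockout libraries, and without this mouse its camera adjusted p was 0.256, against 2.51e-04 with it. Handling of that mouse at collection may contribute, but the genotype was not excluded, since the 3 iBAT knockout libraries lay above the 3 wild type ones. Of the 10 splits of the mice, 2 gave a p-value for this list as small as the real one. With the covariates for carried-along tissue the camera adjusted p of the list was 4.32e-05. The same fit also called the thermogenic and epidermis lists higher in knockout libraries (0.03675 for both) and no longer called the skeletal muscle list (0.323), whose own sum is a covariate, or the respiratory chain list (0.125).

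The sex list summed to 191 CPM in eWAT wt replicate 3. Without Eif2s3y the gap over the range was 0.425, so this gene alone could set the library apart. Camk2d reached 59.1 CPM in iBAT wt replicate 3, and the gap over the range was 0.641 with the other size factors, which argues against scaling as the cause. The other wild type libraries had 138.2 and 139.5 CPM of the sex list in eWAT and 38.2 and 44.2 CPM of Camk2d in iBAT, which argues against genotype alone as the cause of these values. The total of eWAT ko replicate 2, 34389586 counts, was the highest of the series, and its cause was not tested.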

How the results depend on the processing

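The count of genes between genotypes across tissues was 1 in the test fixed beforehand. It was 0 with at least 10 counts in every library, a filter that removes Gm15551 by construction, 4 with DESeq2, 2 with limma voom and quality weights, 3 with the replicate block, and 0 with counts summed per mouse. In the summed fit Gm15551 had the smallest p-value (9.93e-05) and an adjusted p of 0.9997, with 3 samples against 3. With covariates for carried-along tissue, chosen after seeing the data, the count was 2. The 6 fits that each left out 1 mouse gave 1 to 1 gene.

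Within iBAT, DESeq2 called 13 genes and the other settings 0. Within iWAT, DESeq2 called 4 genes and the fit without a filter 1, and leaving out 1 library gave 0 to 1 gene, the 1 being without wt replicate 3. Within eWAT, the count was 13 with DESeq2, 3 with limma voom and quality weights, 2 with the covariates, and 0 with at least 10 counts in every library, with the replicate block, with only the libraries of the tissue and in all 6 fits without 1 library (0 to 0). Several DESeq2 calls had extreme fitted log2 fold changes, such as Gm43590 (22.14) and Gm9843 (-23.98) in iBAT. In eWAT, Krt5 (25.49) and Rps7-ps3 (-24.17) were examples. Krt5 had 950 counts in eWAT ko replicate 3 and 0 in the other eWAT libraries. The DESeq2 counts therefore include genes that rest on a single library. The interaction gave 0 genes with every setting. The cause of these changes was not tested.

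For Gm15551, DESeq2 brought the adjusted p to 1.41e-05 in iBAT and 4.34e-07 in iWAT, and to 0.0224 for eWAT against iBAT in wild type. With the replicate block the adjusted p in eWAT was 0.0794. Across the 6 fits that each left out 1 library it ranged from 0.0130 to 0.762 in iWAT, where leaving out wt replicate 3 gave the lowest value, and from 0.0697 to 0.255 in eWAT. Across tissues it stayed below 0.05 in each leave-out fit (7.70e-06 to 1.89e-04), with the mouse as a random effect (0.00812) and with the replicate block (3.32e-06).

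Same-numbered wild type and knockout mice share a number that the labels do not explain. Their identifiers lie close together in each replicate, and a prefix sets both mice of replicate 2 apart, but whether either marks a litter or a batch is not stated. The prefix is balanced over genotypes, and the replicate block takes up any shift that follows it in both. The deviations of same-numbered libraries correlated between -0.47 and 0.55 over 9 pairs, 4 of them over 0.1. With the replicate block, the lists called between genotypes were 4 and the interaction gave 0 genes. With the mouse as a block, 10414, 10430 and 1732 genes were called between tissues, and no count between tissues moved by over 1.5 times. Apart from Dio2 between iWAT and eWAT (2.02), which passed only with the mouse block, this pairing changed no call of a named gene.

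Between tissues, wild type libraries only gave 6595 genes for iBAT against iWAT, 6574 for iBAT against eWAT and 247 for iWAT against eWAT, in fits of 9 libraries. A filter of at least 10 counts in every library gave 1149 genes for iWAT against eWAT, where fewer genes were tested. Leaving out each mouse gave 750 to 1595 genes for iWAT against eWAT, the lowest without ko replicate 2, and 3118 to 4598 genes in the joint test. One mean per group gave 3096 genes in the joint test. The share of higher genes was 44.2%, 44.7% and 55.9% in these contrasts and 45.2%, 45.9% and 56.5% with the size factors of DESeq2.

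Between tissues fry called 27 list tests and camera with an estimated correlation 1. Between genotypes both called 0 lists, and leaving out each mouse gave 3 to 6. The first principal component held 43.0% with a prior count of 0.5. The lists called between genotypes numbered 6 without ko replicate 3. Except where fewer genes or libraries entered a fit, the cause of the changes between tissues and in the lists was not tested.

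Among named genes, Pparg between iWAT and eWAT reversed with wild type libraries only (0.012) and without ko replicate 2 or wt replicate 3, and Adipoq without the same mice. Across the 6 fits that each left out 1 mouse, Pparg ranged from -0.22 to 0.11 and Adipoq from -0.31 to 0.056. Neither difference passed the threshold in any of these fits. Of the other changes, 28 were weaker and 1 was stronger, and 643 stayed the same.

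Of the 10 splits of the 6 mice into 3 and 3, 3 gave as many genes across tissues and up to 73 genes, 10 gave as many in iBAT, 10 in iWAT (up to 1119 genes), 2 in eWAT and 10 in the interaction, while 8 gave as many gene lists. With 10 splits the share cannot fall under 0.1. The 73 and 1119 genes came from the same split, which kept the same-numbered mice of replicates 1 and 3 together. Such a split need not reflect chance alone. In iBAT, iWAT and the interaction the real count was 0, so these comparisons decide nothing, and the 1 gene across tissues and in eWAT was Gm15551, the deleted gene. Of 32 swaps of tissue labels within mice, 1, the real one, gave as many genes in each tissue contrast, and so did 1 of 60 for the joint test. Splits that did not part every mouse gave up to 5486, 0 and 164 genes in 30 draws each. Of 40 swaps, 10 gave as many list calls between tissues as the 17 of the real labels, so the number of camera calls alone did not set the tissues apart.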

Other observations

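The tests of the lymph node list, of Gm15551 relative to adipocyte genes and of the counts within tissues with covariates were chosen only after the result was seen.

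Between genotypes, 1 gene passed the threshold across tissues. That is lower than the number quoted from the study above. The study used another test and another error rate.

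The position of Gm15551 in GRCm38 and GENCODE M21 runs from 126667329 to 126669044 on chromosome 3. The interval quoted from the study above, which the study also labels GRCm38, does not overlap it. Whether its coordinates refer to another assembly was not tested. The mismatch does not show that the deletion misses the gene. The study states that exon 1 is included, and no knockout library held over 4 counts of Gm15551.

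Lymph node genes summed to 1962 CPM in iWAT wt replicate 3 and 809 CPM in iWAT ko replicate 2, and to 37.4 CPM or less in the other iWAT libraries. In both, 16 of 16 genes lay above the 4 others, 11 of them by over 10 times, and 13 exceeded 3 counts in each of those 4. More macrophages in the fat as the only source were argued against, since the median ratio of 4 macrophage genes was 3.02 against 76.5 for lymph node genes. Macrophage genes were themselves higher in both libraries, so additional macrophages were not excluded. A lymph node carried along with the fat is a candidate source, and 1 library of each genotype carried it. The immune list, called higher in iWAT than in eWAT, had an adjusted p of 0.948 with the covariates for carried-along tissue, so lymph node tissue may account for that call.

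The low Gm15551 value in iWAT wt replicate 3 (1.95 CPM, against 10.3 and 6.12 CPM) went with a lower sum of adipocyte genes (7809 CPM, against 22505 and 21691 CPM in wt replicates 1 and 2). Relative to these genes, wt replicate 2 was 1.13 times higher, compared with 3.14 times in CPM, and wt replicate 1 was higher still. Fewer adipocyte transcripts in that library may account for part of the low value, but not for the remaining distance to wt replicate 1.

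The calls between genotypes within tissues stayed few with the covariates for lymph node, epididymis and skeletal muscle genes: the highest count in a tissue was 2. Carried-along tissue that these lists do not cover was not tested. Epidermis genes, without a covariate, were uneven in iWAT. They summed to 9.96, 17.9 and 21.6 CPM in wt replicate 3, ko replicate 2 and ko replicate 3, against 3.25 to 4.53 CPM in the others. Krt5 reached 2.61 to 6.93 CPM in the higher libraries and 0 in the others. Krt10 did not rise with it (2.84 to 3.98 against 2.94 to 4.16 CPM), so the sums need not reflect skin. The lower respiratory chain list in knockout libraries had an adjusted p of 0.125 with the covariates, and 7 of the 10 splits of the mice gave a p-value as small, so carried-along tissue or the choice of mice could account for it.

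Cdk5rap1, chosen after its values were seen, was higher in the knockout library in 9 of 9 same-numbered pairs (log2 fold change 0.64 ± 0.11, SE, edgeR adjusted p 0.288). These pairs come from 3 mice of each genotype sampled in 3 tissues, so they are not 9 independent comparisons. The SE likewise treats the libraries of a mouse as separate. Cdk5rap1 passed with DESeq2 (3.01e-04), limma voom with quality weights (0.0211) and the replicate block (0.00311). Its cause was not tested, and chance among the 18728 genes stays open.

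Genes separated between genotypes in every tissue numbered 3 (Gm15551, Cdk12 and Gm6206), the last 2 named after their values were seen. Of the 10 splits of the mice, 8 gave as many, so this number cannot be told apart from chance with 3 mice against 3.

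Eif2s3y on the Y chromosome, also chosen after its values were seen, was lower in knockout libraries in 9 of 9 pairs (-0.69 ± 0.21, SE, edgeR adjusted p 0.9999), and passed with the replicate block (0.00232). As for Cdk5rap1, these pairs come from 3 mice of each genotype and are not independent. In both genotypes replicate 3 had the highest Eif2s3y value in each tissue. Reads lost to the X-linked copy were argued against, since Eif2s3x changed by -0.030 on the log2 scale where a rise of 0.24 was needed. A lower output of the whole Y chromosome was argued against by the other Y genes, with a median of -0.037. The difference failed the correction in the test fixed beforehand, and a variant between the mice was not tested.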
